A study of Homo sapiens with 9 samples. Its data were reported in "Transcriptomics-Based Drug Repurposing Approach Identifies Novel Drugs against Sorafenib-Resistant Hepatocellular Carcinoma" (2020).

How the data were processed

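Total RNA from 3 cultures each of the parental cells (Huh7-S), the resistant pool (Huh7-R) and its clone (Huh7-R-A7) was hybridised to 9 Affymetrix Human Transcriptome Arrays, 1 per culture. Per the labels, the authors normalized the arrays by robust multi-array averaging (RMA) in Affymetrix Expression Console and deposited signal values on the log2 scale. The version of that program and the genome build were not given in the sources used here. The deposited table held 11013 probe sets, had already been filtered on low signal, and its array medians lay between 8.22 and 8.38. Groups were taken from the sample titles, although the descriptions of clone arrays 2 and 3 carry other clone names than A7. Of the probe sets, 9851 had 1 gene symbol, 624 had several and 538 were unnamed here. The symbols of 77 were updated through the reference table, and the probe sets of the 67 genes with more than 1 were averaged, which gave 9784 genes.

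Each comparison was tested with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with an intensity trend on all 9 arrays, group as the only term, 6 residual degrees of freedom and two-sided p adjusted by Benjamini-Hochberg over the genes tested. Genes passed at an adjusted p below 0.05. Genes with an unadjusted p below 0.0001 and a fold above 3 or below 0.25 were counted as well. The study's methods name these limits. They took account of multiple testing by setting the significance level through the average count of false positives. That step was not repeated here, and the results of the study name another threshold. Probe sets below log2 6 on more than 85% of arrays were to be left out, as in the study's methods, and none in the table was. For named genes, a group mean below log2 6 was taken as noise. The fold was then given as a bound, from the mean of the brighter group to that of the dimmer one with its arrays below log2 6 set to 6, a rule added after the results were seen. Gene lists, 33 in all, were fixed before the data were examined, and the 29 with at least 3 measured members were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation, under which no list passed in any comparison. Counts are of measured members. Of the interferon list 16 of 40 genes were measured, of cytochromes P450 8 of 27, of complement and acute phase 11 of 24 and of SRC family kinases and SYK 3 of 10. The named genes were the 10 largest rises and 10 largest falls against Huh7-S, 5 and 5 between clone and pool, among genes whose replicates did not overlap, up to 4 members of each list with the largest change, and 10 genes fixed by name. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 prepared tables and figures.

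The tests were checked on simulated data made from the 9784 genes, with 50 genes changed at each size. In Huh7-R-A7 against Huh7-S, 54% of genes changed by 0.5 on the log2 scale were recovered, 86% of those changed by 1, 98% by 2 and 96% by 3, with 7 of 9584 unchanged genes called. For Huh7-R against Huh7-S these were 56%, 88%, 98% and 100%, with 7 called, and for Huh7-R-A7 against Huh7-R 36%, 84%, 100% and 100%, with 8 called. Few genes were changed in these simulations, and their noise was independent between genes and arrays. The shares need not hold in the data, where many more genes passed and arrays shared structure.

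Replicate numbers are shared by the groups. The deviations of same-numbered Huh7-R and Huh7-R-A7 arrays from their group means correlated at 0.6, 0.49 and 0.42 across genes, so the numbers pair these groups. Huh7-S arrays did not pair with either. The pairing comes from the data, as the labels name no shared day. The fit with the replicate number as a block was an alternative, beside other scalings, variance priors, probe set rules, array weights, stricter thresholds and each array left out in turn.

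Equal values were found in the deposited table at its full precision. In 6604 of the 11013 probe sets (60%) at least 2 arrays had exactly the same value, which was the median of the 9 arrays in 98.9% of them, and 20 probe sets were equal on all 9. The fitted spread of such genes may be too small, and a median near 0 may come from equal values. A median polish, the summary step of RMA, gave equal values in 72.6% of 1000 simulated noise sets with no array differences. With differences between arrays of the size of the noise or 3.3 times it, this was 18.7% and 5.4%, and the origin of those in the table was not established. All simulated sets had the same number of probes, not taken from this array, so these shares cannot be set against the observed 60%. A fit of only the 3925 genes with 9 different values was added as an alternative after this was seen. It left fewer members in each tested list, and 64.8% of its genes passed in the clone against Huh7-S, against 42.7% of all genes. A list that did not pass there thus cannot tell an effect of equal values from that of fewer members or of the other genes.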

Results

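Gene expression was measured in Huh7, a human hepatocellular carcinoma cell line, and in cells derived from it that had become resistant to sorafenib, a kinase inhibitor given for liver cancer. Total RNA of 9 cultures was hybridised to 9 transcriptome arrays in 3 groups of 3 replicates. Huh7-S are the parental, sensitive cells, Huh7-R is an uncloned pool of resistant cells, and Huh7-R-A7 is a clone grown from a single colony of Huh7-R. According to the labels, the resistant cells were pulsed with 10 µM sorafenib for 4 h once a week for 6 weeks, kept in sorafenib rising to 6 µM, and held without it for 5 to 7 days before the experiments. The table used here held 11013 probe sets on a log2 scale, from which 9784 genes were tested, and the median value per array lay between 8.22 and 8.38. With 3 arrays per group, the number of arrays limits the precision. By the sample titles the replicates are cultures of 1 parental line, 1 pool and 1 clone, though the descriptions of clone arrays 2 and 3 carry other clone names. Each gene below has its log2 difference between group means with the standard error (SE) of limma's fit, n = 3 per group, and the Benjamini-Hochberg adjusted p of limma's moderated test. Fold sizes above log2 16 may be stretched, since 121 probe sets exceeded that value on some array. In 59.9% of genes at least 2 arrays held exactly the same value, and of the genes named below ARAF had such a value on 6 arrays and CYP2B6, DAPK1, GBP1, LGALS1, ULBP3 and YES1 on 3, so their spread may be understated. Where the mean of a group lay below log2 6, taken as the noise limit, the size of a change depends on the background. Any fold printed there is a bound, with arrays below the limit set to it. Log2 changes are given as measured and can be far larger than the bound. Among the genes named below, the mean lay below the limit in Huh7-S alone for ADM, C4BPB, CD109, COL1A2, CYP1B1, CYP2B6, CYP2S1, EDIL3, ETS1, FBN2, GBP3, HKDC1, IRAK3, LGALS1, LUM, MAGEC2, PDGFD, RAB27B, SLPI, STC1, TNC, VNN1 and VSIG1. It was so in both resistant groups for DGKK, DUSP6, ETV4, ETV5, FABP1, LGR5, MTTP, NTS, RELN, SERPING1, SLC4A4, SULT2A1 and UCA1, in Huh7-R-A7 alone for ITIH2, MAGEB2, RIGI and SCARA3 and in Huh7-R alone for ABCG2 and CTSE. In Huh7-S and 1 resistant group it was so for OR14J1, TJP3 and TNIP3 (Huh7-R-A7) and ESAM, IL1A and ULBP3 (Huh7-R).

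The clone Huh7-R-A7 was compared with Huh7-S, the contrast from which the study defined its resistance signature. OLR1, a receptor for oxidised lipoprotein, was 399-fold higher (log2 8.64, SE 0.26, adjusted p = 5.9e-07) and FBN2, a fibrillin of the extracellular matrix, was at least 107-fold higher (measured log2 8.25, SE 0.08, adjusted p = 2.2e-09). In the opposite direction, AMBP, the precursor of a plasma protease inhibitor, was 116-fold lower (log2 -6.86, SE 0.24, adjusted p = 1.1e-06) and MTTP, which loads lipid onto apolipoprotein B, was at least 28.9-fold lower (measured log2 -6.64, SE 0.1, adjusted p = 2.5e-08). DNA replication genes fell in 21 of 24 members and MAPK output genes in 11 of 16, while NF-kB and chemokine genes rose in 15 of 22 and interferon response genes in 12 of 16. These lists passed limma's camera test with a preset correlation, with adjusted p = 0.42, 0.24, 0.14 and 0.14 with an estimated correlation.

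Of 9784 genes, 4174 passed the test in this comparison: 1763 rose and 2411 fell. At least 2-fold changes were seen in 502 of the genes that rose and 557 of those that fell. Centring each array on its median turned the share of rises among the calls from 42.2% to 53.7%, so the balance of rises and falls depends on the scaling. The 3 values of the clone and the 3 of the parental cells did not overlap in 52.4% of genes, where interchangeable arrays without equal values would give 10%. At an unadjusted limma p below 0.0001 with a fold above 3 or below 0.25, 183 genes were higher and 93 lower, 276 in all. These limits are named in the study's methods, whose control of the mean number of false positives was not repeated here.

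After OLR1 and FBN2, the largest rises under the naming rule were in CYP1B1 (log2 6.23, SE 0.17), the chemokine CXCL5 (6.19, SE 0.46), EDIL3 (6.07, SE 0.18), the cancer-testis antigen MAGEC2 (6.06, SE 0.13), the collagen COL12A1 (5.71, SE 0.15), RAB27B (5.65, SE 0.23), CD109 (5.44, SE 0.09) and tenascin, TNC (5.41, SE 0.19). Their adjusted p lay between 3e-08 for CD109 and 3.6e-05 for CXCL5. Beside AMBP and MTTP, large falls were seen in MBNL3 (log2 -4.64, SE 0.25), the bicarbonate cotransporter SLC4A4 (-4.52, SE 0.22) and the complement inhibitor SERPING1 (-4.5, SE 0.12), with adjusted p of 9.2e-06, 5.5e-06 and 3.1e-07. RELN (log2 -5.48, SE 0.67), ITIH2 (-5.27, SE 0.84), NTS (-4.86, SE 0.87), DGKK (-4.71, SE 0.51) and CTSE (-4.43, SE 1.21) also fell, but their parental values varied. Without Huh7-S replicate 1, which stood apart from the other parental arrays, their log2 changes were -6.41, -4.11, -5.95, -4.01 and -6.09. Without Huh7-S replicate 2 NTS had -4.26 and without Huh7-S replicate 3 ITIH2 had -5.87. The fall of CTSE did not pass without Huh7-S replicate 2 (log2 -3.65, adjusted p = 0.068), Huh7-S replicate 3 (-3.57, 0.061) or Huh7-R-A7 replicate 1 (-4.21, 0.061), nor with only the arrays of these groups (0.061).

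**Figure D1:**
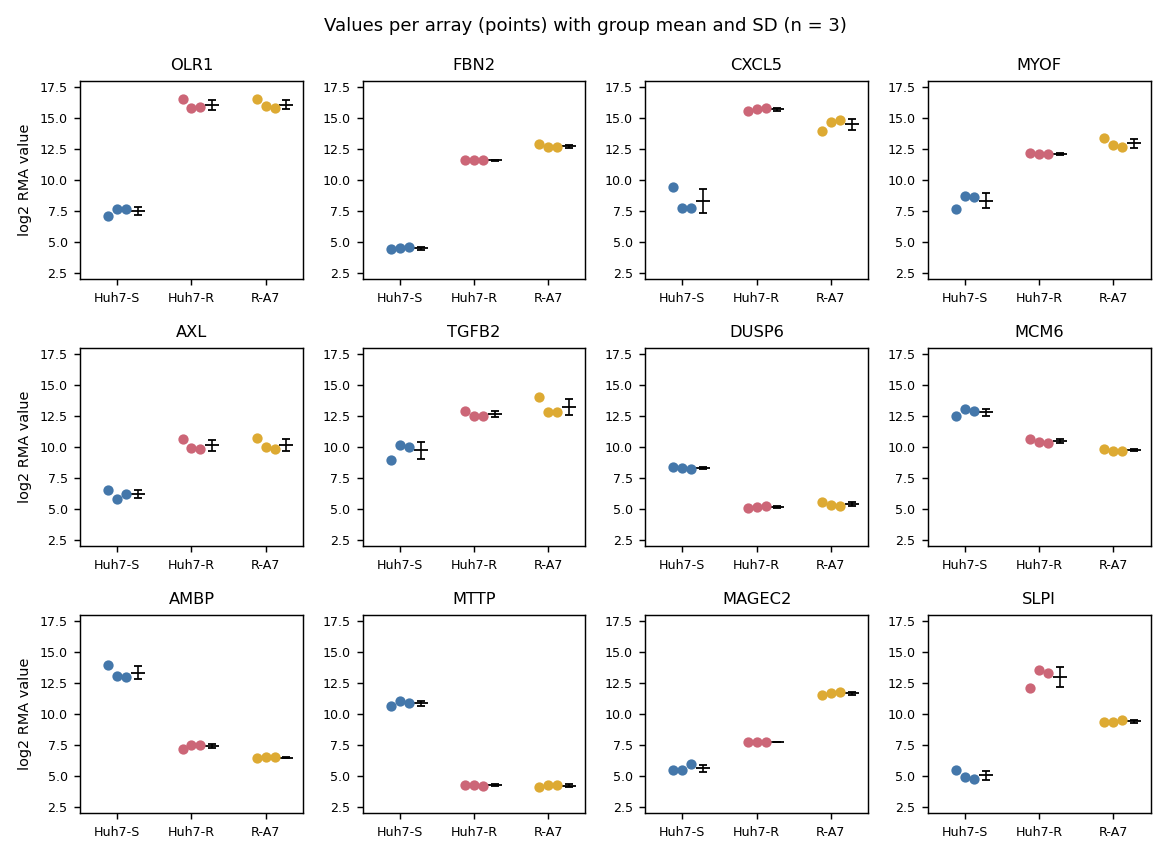
Log2 RMA values of 12 named genes on each of the 9 arrays (points), with the group mean and SD beside them (n = 3). OLR1 had a mean of 7.46 in Huh7-S and 16.1 in Huh7-R-A7, and MTTP had a mean of 10.85 in Huh7-S and 4.21 in Huh7-R-A7.

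Of 20 measured matrix and mesenchymal genes, 15 rose and 3 fell (15 and 4 adjusted over the list alone), with a median log2 change of 1.84. FBN2, COL12A1 and TNC led the list, and LOX, which cross-links collagen, rose by 4.38 (SE 0.48, adjusted p = 0.00024). The list passed limma's camera test with a preset correlation (adjusted p = 1.9e-05), and had adjusted p = 0.14 with an estimated correlation. Among targets of the transcriptional coactivators YAP and TAZ, 8 of 19 rose and 3 fell, the same counts adjusted over the list alone, with a median of 0.83. MYOF rose by 4.64 (SE 0.29, adjusted p = 1.8e-05) and the receptor kinase AXL by 4.00 (SE 0.32, adjusted p = 5e-05). The YAP/TAZ list passed at an adjusted p of 0.014, against adjusted p = 0.53 with an estimated correlation, and did not pass without Huh7-S replicate 1 (median 0.35, adjusted p = 0.1), in which its members lay at a median of -0.82 against the other parental arrays, or with replicates 2 and 3 of each group, an alternative chosen after the data were seen (median 0.06, adjusted p = 0.23).

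NF-kB and chemokine genes rose in 15 of 22 members and fell in 0 (16 and 0 adjusted over the list alone; 0 also fell at an unadjusted p below 0.05 in limma), with a median of 1.1. IRAK3 rose by 3.93 (SE 0.21, adjusted p = 8.3e-06) and IL1A by 2.36 (SE 0.16, adjusted p = 2.5e-05), next to CXCL5. As bounds, IRAK3 rose at least 4.05-fold and IL1A at least 1.35-fold. The list passed camera at an adjusted p of 2.9e-07, and had adjusted p = 0.14 with an estimated correlation. Interferon response genes rose in 12 of the 16 measured members and fell in 3, also adjusted over the list alone, with a median of 1.74. The list held 40 genes, most of which were not in the table under 1 gene symbol. That table had been filtered on low signal, so the counts leave out members that may have been low in all groups. The guanylate-binding protein genes GBP3 and GBP1 rose by 4.32 (SE 0.13, adjusted p = 5.9e-07) and 3.25 (SE 0.28, adjusted p = 7.9e-05), and the receptor IFNGR1 by 2.7 (SE 0.25, adjusted p = 1e-04). This list passed at an adjusted p of 0.00058, with adjusted p = 0.14 with an estimated correlation.

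Of 27 measured plasma protein genes, 16 fell and 1 rose (17 and 2 adjusted over the list alone), with a median of -1.52. AMBP fell most, and the apolipoprotein genes APOA2 and APOH fell by 3.57 (SE 0.41, adjusted p = 3e-04) and 3.33 (SE 0.52, adjusted p = 0.0016) on the log2 scale. The list passed at an adjusted p of 0.0011, and had adjusted p = 0.53 with an estimated correlation. Its members lay 1.32 higher (median) in Huh7-S replicate 1 than in the other parental arrays, and without that array 16 fell and 3 rose, with a median change of -1.2. With replicates 2 and 3 of each group alone it did not pass (adjusted p = 0.096). Of 13 transcription factors of hepatocytes, 10 fell and 1 rose, the same adjusted over the list alone, with a median of -0.79 and an adjusted p of 0.0021 (adjusted p = 0.14 with an estimated correlation). ONECUT1 had a log2 change of -3.19 (SE 0.28, adjusted p = 7.9e-05), ONECUT2 of -2.45 (SE 0.22, adjusted p = 9.6e-05) and GATA4 of -1.23 (SE 0.11, adjusted p = 9.8e-05). With only the genes that had 9 different values, which left 7 of the 13 members, the transcription factor list did not pass (adjusted p = 0.087).

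Markers of fetal liver and of progenitors fell in 6 of 13 members and rose in 0, as they did adjusted over the list alone, and their median was -0.18, or -0.86 without Huh7-S replicate 1. The members with the largest falls were AFP, the main plasma protein of the fetus (log2 -3.14, SE 0.31, adjusted p = 0.00016), the stem cell marker LGR5 (-2.99, SE 0.22, adjusted p = 3.4e-05) and SOX9 (-2.95, SE 0.11, adjusted p = 1.4e-06). The list passed at an adjusted p of 0.029 (adjusted p = 0.42 with an estimated correlation), but not without Huh7-S replicate 3 (adjusted p = 0.069) or with only the genes that had 9 different values (median -0.92, adjusted p = 0.12). Targets of Wnt and beta-catenin fell in 6 of 8 members and rose in 0 (6 and 1 adjusted over the list alone; 1 rose at an unadjusted p below 0.05 in limma, and 2 passed as higher without Huh7-S replicate 1), with a median of -1.31 and an adjusted p of 0.022 (adjusted p = 0.17 with an estimated correlation). DKK1, a secreted Wnt inhibitor, had a log2 change of -1.76 (SE 0.32, adjusted p = 0.003), and ZNRF3, a membrane ubiquitin ligase, of -1.59 (SE 0.18, adjusted p = 0.00027).

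Genes that report MAPK signalling fell in 11 of 16 members and rose in 1, the same adjusted over the list alone, with a median of -1.23. DUSP6, a phosphatase of ERK, had a log2 change of -2.92 (SE 0.09, adjusted p = 5.9e-07), and the transcription factors ETV5 and ETV4 of -2.00 (SE 0.19, adjusted p = 0.00012) and -1.93 (SE 0.36, adjusted p = 0.0036). As bounds, these were falls of at least 4.96-fold, 1.4-fold and 1.14-fold. The list passed at an adjusted p of 0.0011, and had adjusted p = 0.24 with an estimated correlation. DNA replication genes fell in 21 of 24 members, also adjusted over the list alone, with a median of -1 and an adjusted p of 2.8e-07 (adjusted p = 0.42 with an estimated correlation). The helicase genes MCM6, MCM5 and MCM2 had log2 changes of -3.09 (SE 0.15, adjusted p = 5.4e-06), -2.4 (SE 0.15, adjusted p = 1.8e-05) and -2.05 (SE 0.15, adjusted p = 3.4e-05). Of 24 genes of mitosis, 14 fell (18 adjusted over the list alone), with a median of -0.62 and an adjusted p of 0.00052 (adjusted p = 0.53 with an estimated correlation). KIF15 had a log2 change of -2.05 (SE 0.2, adjusted p = 0.00015), and the proliferation marker MKI67 of -1.04 (SE 0.17, adjusted p = 0.0017).

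Targets of hypoxia signalling rose in 6 of 17 members, also adjusted over the list alone, with a median of 0.5 and an adjusted p of 0.012 (adjusted p = 0.52 with an estimated correlation). ADM rose by 1.7 (SE 0.06, adjusted p = 9.8e-07) and the glucose transporter SLC2A1 by 0.7 (SE 0.17, adjusted p = 0.012). All 4 genes that the study named as examples were higher in the clone: TGFB2 by 3.51 (SE 0.41, adjusted p = 0.00033), ETS1 by 2.41 (SE 0.12, adjusted p = 5.8e-06), HIF1A by 0.89 (SE 0.16, adjusted p = 0.0033) and ICAM1 by 0.6 (SE 0.19, adjusted p = 0.038). As a list they passed at an adjusted p of 0.0045 (adjusted p = 0.14 with an estimated correlation), also with 4 of 4 adjusted over the list alone, but the study chose them on these samples and they are no independent evidence. ICAM1 did not pass in 8 of the 9 fits that left out 1 array, all but the one without Huh7-S replicate 1, nor with only the 6 arrays of these groups (adjusted p = 0.091). Of the SRC family, LYN rose by 1.5 (SE 0.24, adjusted p = 0.0016) and FRK by 0.64 (SE 0.12, adjusted p = 0.0031), while YES1 had a log2 difference of 0.01 (SE 0.07, adjusted p = 0.92). SRC, FYN, LCK and SYK were not analysed here.

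Among lists that did not pass camera, single members changed strongly. Cytochrome P450 genes rose in 4 of 8 members and fell in 3, with CYP1B1 first and CYP2S1 rising by 2.75 (SE 0.11, adjusted p = 2.6e-06). Drug and bile transporters fell in 9 of 12 members and rose in 3 (camera adjusted p = 0.055), with ABCB6 at a log2 change of -2.1 (SE 0.11, adjusted p = 7.6e-06) and ABCB1, an exporter of many drugs, at -1.29 (SE 0.17, adjusted p = 0.00061). Conjugating enzymes rose in 4 of 14 and fell in 4 (7 and 5 without Huh7-S replicate 1, where their median of 0.39 became 0.9), among them the sulfotransferase SULT2A1 at a log2 change of -4.24 (SE 0.31, adjusted p = 3.3e-05). NRF2 targets fell in 10 of 18 and rose in 2 (9 and 4 without Huh7-S replicate 1; camera adjusted p = 0.08, or 0.04 with only the genes that had 9 different values), with GCLM at -1.93 (SE 0.13, adjusted p = 2.2e-05). Fatty acid oxidation genes rose in 6 of 18 and fell in 9, with FABP1 at -2.54 (SE 0.07, adjusted p = 3.1e-07) and CPT1A at 2.04 (SE 0.18, adjusted p = 9.6e-05). Ligands, receptors and targets of TGF-beta rose in 6 of 19 and fell in 6, and their median of -0.02 lay opposite to their mean of 0.13. Adjusted over the list alone, these counts were the same except that 3 NRF2 targets rose and 7 TGF-beta genes fell. The transporter list passed without Huh7-S replicate 1 (0.045) or 2 (0.04) and without Huh7-R-A7 replicate 2 (0.038) or 3 (0.041), with median centring (0.02) or cyclic loess (0.027), and among genes with a mean of at least log2 6 (0.05 after rounding).

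In the remaining lists, complement and acute phase genes rose in 2 of 11 and fell in 3 with a median of 0.48, but rose in 6 and fell in 3 with a median of 1.35 without Huh7-S replicate 1. That list had a camera adjusted p of 0.85, and passed with replicates 2 and 3 of each group (0.021). Cholesterol synthesis genes rose in 1 of 20 and fell in 7, and epithelial junction genes rose in 2 of 17 and fell in 3. Glycolysis genes rose in 5 of 15, p53 targets rose in 3 of 13 and fell in 2, and stress response genes rose in 1 of 19 and fell in 9. Growth factor receptors and ligands rose in 6 of 16 and fell in 4, other drug targets considered by the study rose in 1 of 10 and fell in 5, and housekeeping genes rose in 4 of 11 and fell in 2, with the same counts in each of these lists adjusted over the list alone. The cholesterol list passed camera without Huh7-S replicate 2 (0.04) or 3 (0.022), Huh7-R replicate 2 (0.045) or Huh7-R-A7 replicate 2 (0.041) and with the replicate block (0.049). The stress list passed without Huh7-R-A7 replicate 2 (0.038) and with cyclic loess (0.047), and the glycolysis list without Huh7-R-A7 replicate 1 (0.037), with replicates 2 and 3 of each group (0.028) and with only the genes that had 9 different values (0.024). Among markers of other cell types, too few for a list test, CD68 of leukocytes rose by 4.17 (SE 0.69, adjusted p = 0.002; 5.1 without Huh7-S replicate 1), ESAM of endothelium by 0.68 (SE 0.05, adjusted p = 4e-05), and LUM and COL1A2 of fibroblasts by 3.58 (SE 0.16, adjusted p = 3.9e-06) and 1.23 (SE 0.19, adjusted p = 0.0014). Only 1 of 13 leukocyte, 1 of 8 endothelial and 2 of 11 fibroblast and stellate markers were measured, too few to name a cell type. As a bound, the rise of ESAM was at least 1.01-fold. Of the sorafenib targets, only ARAF was analysed here, at a log2 difference of -0.08, which did not pass.

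The pool Huh7-R was compared with Huh7-S to see whether the uncloned resistant population had changed in the same way. Large changes were seen in OLR1, 394-fold higher (log2 8.62, SE 0.26, adjusted p = 5.9e-07), and MTTP, at least 28.9-fold lower (measured log2 -6.61, SE 0.1, adjusted p = 2.6e-08). The pool also had high SLPI, a secreted inhibitor of proteases (log2 7.95, SE 0.37, adjusted p = 4.5e-06), and high STC1, a secreted glycoprotein hormone (5.71, SE 0.51, adjusted p = 9.4e-05). Hypoxia targets rose in 13 of 17 members and glycolysis genes in 9 of 15, while DNA replication genes fell in 22 of 24 and mitosis genes in 19 of 24. These lists passed camera with a preset correlation, with adjusted p = 0.26, 0.33, 0.33 and 0.49 with an estimated correlation.

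Of 9784 genes, 4416 passed the test, with 1855 rises and 2561 falls. Changes of at least 2-fold were found in 520 and 565 of them. With median centring the share of rises went from 42% to 52.9%. The groups did not overlap in 53% of genes, against 10% for interchangeable arrays without equal values. Other large rises were in CXCL5 (log2 7.4, SE 0.46), FBN2 (7.11, SE 0.08), EDIL3 (6.23, SE 0.18), COL12A1 (5.89, SE 0.15), IRAK3 (5.53, SE 0.21) and CYP1B1 (5.45, SE 0.17), with adjusted p from 6.9e-09 for FBN2 to 1.7e-05 for CXCL5. The complement gene C3 rose by 5.86 (SE 1.38, adjusted p = 0.01), or by 7.71 without Huh7-S replicate 1. AMBP (log2 -5.93, SE 0.24), SLC4A4 (-4.45, SE 0.22), SERPING1 (-4.13, SE 0.12) and SULT2A1 (-4.09, SE 0.31) fell, with adjusted p of 2.2e-06, 5.9e-06, 4.9e-07 and 4.1e-05. Falls of RELN (log2 -5.28, SE 0.67), CTSE (-5.24, SE 1.21), NTS (-4.85, SE 0.87), UCA1 (-4.32, SE 0.8) and SCARA3 (-4.07, SE 0.47) were -6.21, -6.9, -5.95, -5.42 and -4.69 without Huh7-S replicate 1. Without Huh7-S replicate 2 NTS had -4.26 and CTSE -4.46, and without Huh7-S replicate 3 CTSE had -4.37.

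NF-kB and chemokine genes rose in 18 of 22 members, the same adjusted over the list alone, with a median of 1.29 and an adjusted p of 2.1e-08 (adjusted p = 0.12 with an estimated correlation). TNIP3 rose by 2.79 (SE 0.05, adjusted p = 7e-08) and NFKBIZ, which encodes an atypical protein of the IkB family, by 2.51 (SE 0.07, adjusted p = 4.9e-07). Matrix and mesenchymal genes rose in 14 of 20 and fell in 3, also adjusted over the list alone, with a median of 1.68 and an adjusted p of 3.2e-05 (adjusted p = 0.12 with an estimated correlation). LOX rose by 5.19 (SE 0.48, adjusted p = 0.00011) and LGALS1, a galectin, by 3.99 (SE 0.16, adjusted p = 2.2e-06). In the interferon list 12 of 16 members rose and 3 fell, with no change adjusted over the list alone, a median of 1.38 and an adjusted p of 0.00035 (adjusted p = 0.12 with an estimated correlation). GBP3 rose by 3.8 (SE 0.13, adjusted p = 9.8e-07) and the antiviral membrane protein gene IFITM2 by 3.14 (SE 0.12, adjusted p = 1.7e-06).

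Hypoxia targets rose in 13 of 17 members and fell in 0 (14 and 1 adjusted over the list alone; 1 fell at an unadjusted p below 0.05 in limma), with a median of 0.76 and an adjusted p of 9.5e-06 (adjusted p = 0.26 with an estimated correlation). Without Huh7-S replicate 1, 10 rose and 1 fell. PDK1, which diverts pyruvate from mitochondria, rose by 2.04 (SE 0.36, adjusted p = 0.0028), ADM by 1.98 (SE 0.06, adjusted p = 4.9e-07) and SLC2A1 by 1.82 (SE 0.17, adjusted p = 0.00012). Glycolysis genes rose in 9 of 15 members (10 adjusted over the list alone), with a median of 0.49 and an adjusted p of 0.00038 (adjusted p = 0.33 with an estimated correlation). The hexokinase gene HK1 rose by 2.14 (SE 0.09, adjusted p = 2.5e-06), HKDC1 by 1.61 (SE 0.12, adjusted p = 4e-05) and GPI by 1.29 (SE 0.13, adjusted p = 0.00017).

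DNA replication genes fell in 22 of 24 members, also adjusted over the list alone, with a median of -1.18 and an adjusted p of 1.9e-08 (adjusted p = 0.33 with an estimated correlation). MCM5, MCM6 and MCM2 had log2 changes of -2.37 (SE 0.15, adjusted p = 1.8e-05), -2.35 (SE 0.15, adjusted p = 1.9e-05) and -2.16 (SE 0.15, adjusted p = 2.9e-05). Mitosis genes fell in 19 of 24 (22 adjusted over the list alone), with a median of -0.58 and an adjusted p of 4.1e-05 (adjusted p = 0.49 with an estimated correlation), among them KIF15 at -2.09 (SE 0.2, adjusted p = 0.00014) and CENPE at -1.6 (SE 0.21, adjusted p = 0.00061). MAPK output genes fell in 12 of 16 and rose in 1 (14 and 1 adjusted over the list alone), with a median of -1.17 and an adjusted p of 0.00034 (adjusted p = 0.18 with an estimated correlation). DUSP6 had a log2 change of -3.15 (SE 0.09, adjusted p = 4.9e-07) and the ephrin receptor EPHA2 of -2.16 (SE 0.33, adjusted p = 0.0014). Wnt and beta-catenin targets fell in 6 of 8, also adjusted over the list alone, with a median of -1.31 and an adjusted p of 0.0068 (adjusted p = 0.12 with an estimated correlation). LGR5 and DKK1 had log2 changes of -2.65 (SE 0.22, adjusted p = 6.6e-05) and -2.37 (SE 0.32, adjusted p = 0.00069).

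Plasma protein genes fell in 16 of 27 members and rose in 4 (17 and 5 adjusted over the list alone), with a median of -1.5 and an adjusted p of 0.011 (adjusted p = 0.66 with an estimated correlation). APOA2 had a log2 change of -3.24 (SE 0.41, adjusted p = 5e-04), and CPB2, an inhibitor of clot lysis, of -3.23 (SE 0.46, adjusted p = 0.00094). The list did not pass without Huh7-S replicate 1 (adjusted p = 0.061) or among genes with a mean of at least log2 6 (0.1), with replicates 2 and 3 of each group (0.23) or with only the genes that had 9 different values (0.13). Hepatocyte transcription factors fell in 7 of 13 and rose in 1 (9 and 1 adjusted over the list alone), with a median of -0.65 and an adjusted p of 0.025 (adjusted p = 0.25 with an estimated correlation). ONECUT1 and ONECUT2 both had a log2 change of -2.31, with adjusted p of 4e-04 and 0.00014. Drug and bile transporters fell in 8 of 12 and rose in 2, also adjusted over the list alone, with a median of -0.65 and an adjusted p of 0.026 (adjusted p = 0.33 with an estimated correlation), among them the exporter ABCG2 at -2.01 (SE 0.07, adjusted p = 8.7e-07). Neither the transcription factor list nor the transporter list passed without Huh7-R replicate 1 (adjusted p = 0.06 and 0.063) or with only the genes that had 9 different values (0.33 and 0.089).

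YAP/TAZ targets rose in 7 of 19 and fell in 2, also adjusted over the list alone, with a median of 0.14 and an adjusted p of 0.03 (adjusted p = 0.57 with an estimated correlation). AXL rose by 3.94 (SE 0.32, adjusted p = 5.8e-05) and MYOF by 3.79 (SE 0.29, adjusted p = 4.5e-05), but without Huh7-S replicate 1 the list had 7 rises, 5 falls, a median of -0.06 and an adjusted p of 0.28, and it did not pass with replicates 2 and 3 of each group (-0.06, 0.54), median centring (0.071), cyclic loess (0.063) or only the genes that had 9 different values (0.13). Growth factor receptors and ligands rose in 7 of 16 and fell in 4, also adjusted over the list alone, with a median of 0.38 and an adjusted p of 0.029 (adjusted p = 0.18 with an estimated correlation). PDGFD rose by 3.05 (SE 0.09, adjusted p = 5.7e-07) and EPHA5 by 1.95 (SE 0.11, adjusted p = 1.1e-05), and this list too did not pass without Huh7-S replicate 1 (median 0.23, adjusted p = 0.068), with median centring (0.085), with cyclic loess (0.063) or with only the genes that had 9 different values (0.22). The 4 genes named by the study rose in the pool as well, TGFB2 by 2.93 (SE 0.41, adjusted p = 0.00081), ETS1 by 1.75 (SE 0.12, adjusted p = 2.6e-05), HIF1A by 1.28 (SE 0.16, adjusted p = 0.00055) and ICAM1 by 1.04 (SE 0.19, adjusted p = 0.0035), and as a list, not independent for the reason above, passed at an adjusted p of 0.0027 (adjusted p = 0.12 with an estimated correlation). LYN rose by 1.53 (SE 0.24, adjusted p = 0.0014) and FRK by 0.5 (SE 0.12, adjusted p = 0.0092), and YES1 had a log2 difference of 0.05 (adjusted p = 0.55).

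The other lists did not pass camera in the pool. Fetal liver markers rose in 1 of 13 and fell in 6 (camera adjusted p = 0.11), with a median of -0.22, or -0.68 without Huh7-S replicate 1, and with SOX9 at -2.39 (SE 0.11, adjusted p = 4.1e-06). Epithelial junction genes rose in 7 of 17 and fell in 3 (camera adjusted p = 0.055), with a median of 0.43, or 0.14 without Huh7-S replicate 1, and with the plakoglobin gene JUP rising by 2.77 (SE 0.23, adjusted p = 6.2e-05) and cadherin, CDH1, by 1.88 (SE 0.33, adjusted p = 0.0026). Complement and acute phase genes rose in 5 of 11 and fell in 3 (8 and 3 without Huh7-S replicate 1; camera adjusted p = 0.24, or 0.0043 with replicates 2 and 3 of each group), with C4BPB at 3.06 (SE 0.13, adjusted p = 2.4e-06). Fatty acid oxidation genes rose in 4 of 18 and fell in 10, with CPT1A at 3.2 (SE 0.18, adjusted p = 1.2e-05). Cytochrome P450 genes rose in 4 of 8 and fell in 3, conjugating enzymes rose in 4 of 14 and fell in 4 (median 0.29, or 0.68 without Huh7-S replicate 1), NRF2 targets rose in 4 of 18 (5 adjusted over the list alone) and fell in 7, and cholesterol synthesis genes rose in 2 of 20 and fell in 3 (0 and 1 adjusted over the list alone). TGF-beta genes rose in 5 of 19 and fell in 3, p53 targets rose in 3 of 13 and fell in 2, stress response genes rose in 2 of 19 and fell in 6, other drug targets fell in 5 of 10 and rose in 0 (1 adjusted over the list alone, and 1 at an unadjusted p below 0.05 in limma), and housekeeping genes rose in 5 of 11 and fell in 3. The counts of the lists in this paragraph with no count over the list alone given were the same adjusted over the list alone. The epithelial list passed without Huh7-S replicate 2 (0.027) or 3 (0.02) or Huh7-R replicate 1 (0.049) and with the replicate block (0.026), and the other drug targets passed without Huh7-R replicate 1 (0.041) and with the block (0.047). CD68 rose by 3.84 (SE 0.69, adjusted p = 0.0029; 4.78 without Huh7-S replicate 1), LUM by 3.35 (SE 0.16, adjusted p = 4.9e-06) and COL1A2 by 2.8 (SE 0.19, adjusted p = 2.5e-05). ESAM rose by 0.24 (SE 0.05, adjusted p = 0.0066), a direction that turned to -0.02 when the values were quantile-normalized again, and ARAF had a log2 difference of -0.12, which did not pass.

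**Figure D2:**
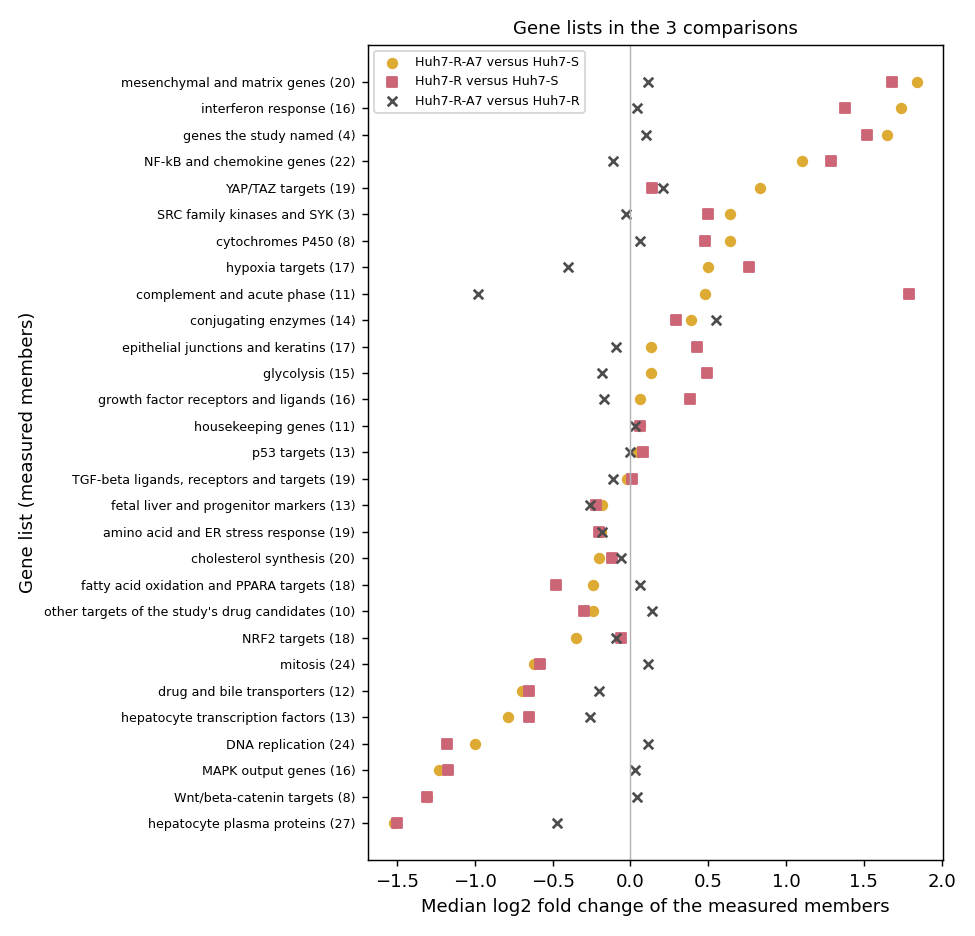
Median log2 fold change of the measured members of each gene list with at least 3 of them, in the 3 comparisons. Matrix genes had medians of 1.84 in the clone and 1.68 in the pool against Huh7-S, and plasma proteins medians of -1.52 and -1.5.

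Clone and pool moved largely together. Across the 9784 genes, which are not independent replicates, their log2 changes against Huh7-S correlated with a Pearson r of 0.916 and a Spearman rho of 0.876. Both comparisons use the same 3 parental arrays. In 100 simulations of unchanged groups that shared their controls, the mean r was 0.501. The simulated arrays, parental ones included, were drawn as independent noise. They hold neither the structure of Huh7-S replicate 1 nor the pairing of same-numbered Huh7-R and Huh7-R-A7 arrays. The simulated values thus do not fully account for what unchanged groups would give here. The covariance was 0.538 against a simulated 0.0128, a difference of 0.525. In all, 1372 genes rose in both and 1938 fell in both, where independent lists would share 334 and 631, and the simulations shared 0 (median) and at most 1. Since 3 parental arrays cannot be split into groups of at least 2, part of the excess may come from the shared controls. Only 33 genes changed in opposite directions, among them ABCC2, an exporter of conjugates, at 0.99 in the clone and -1.16 in the pool, the lipid synthesis gene ACLY at 0.35 and -1.08, DAPK1 at -1.78 and 0.56, and MAGEB2 at -0.51 and 2.82. These were picked from the 33 after their values were seen, and MAGEB2 did not pass in the clone without Huh7-R-A7 replicate 3 (log2 -0.49, adjusted p = 0.054).

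**Figure D3:**
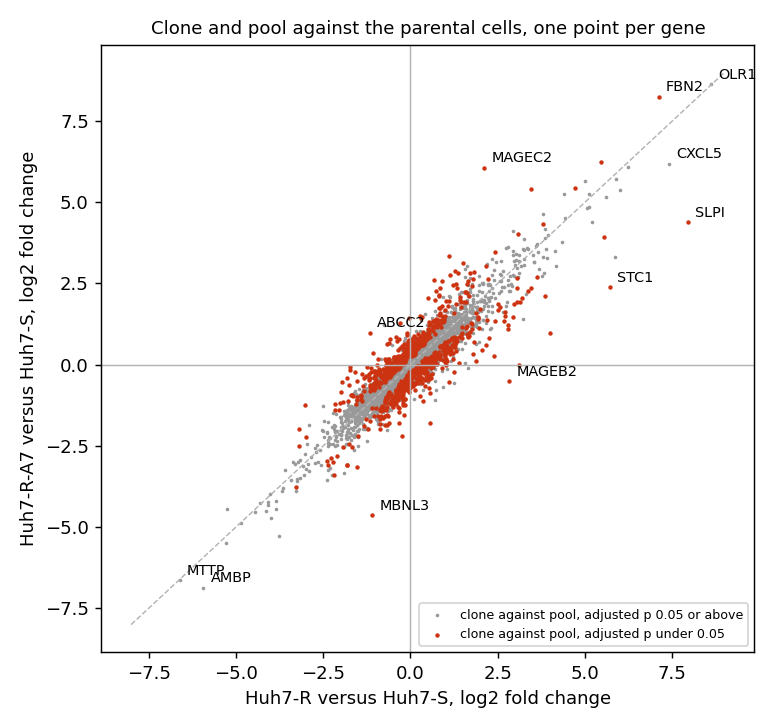
Log2 fold change of each of the 9784 genes in Huh7-R-A7 (vertical) against that in Huh7-R (horizontal), both versus Huh7-S, with the line of equality dashed. The 844 genes that differed between clone and pool are in red, and MAGEC2, MBNL3, MAGEB2 and SLPI lie far from the line.

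The clone was compared directly with the pool it came from, which also tests the difference between the first 2 comparisons. The antigen gene MAGEC2 was 15.4-fold higher in the clone (log2 3.94, SE 0.13, adjusted p = 1.1e-05), while its relative MAGEB2 was at least 8.83-fold lower (measured log2 -3.33, SE 0.13, adjusted p = 2.4e-05). SLPI was 11.9-fold lower (log2 -3.57, SE 0.37, adjusted p = 0.0015), as was STC1 by a log2 change of -3.32 (SE 0.51, adjusted p = 0.0074). Hypoxia targets were lower in 4 of 17 members and glycolysis genes in 4 of 15. Both lists passed camera with a preset correlation, but had adjusted p = 0.76 with an estimated correlation. None of the 4 glycolysis genes passed in limma with the replicate number as a block over all 9 arrays, Huh7-S included. The Huh7-S arrays did not pair with the others, so that block is not the one the pairing calls for. It thus does not show whether these calls hold once clone and pool arrays are paired.

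Of 9784 genes, 844 passed the test: 402 were higher in the clone and 442 lower, 51 and 54 of them by at least 2-fold. Of the 844, 384 lay in 30 windows of 40 neighbouring genes that shifted together, 12.9% of all windows. The genes that passed, those named below included, thus need not be separate changes. The groups did not overlap in 31.4% of genes, against 10% for interchangeable arrays without equal values. Same-numbered arrays of these groups pair, so 10% need not be the chance share here. The count moved with single arrays, from 393 without Huh7-R replicate 3, 410 without Huh7-R replicate 2, and 523, 452 and 482 without Huh7-R-A7 replicates 1, 2 and 3, to 1330 without Huh7-S replicate 1. Other large rises were in ULBP3, a ligand of a killer cell receptor (log2 2.25, SE 0.12, adjusted p = 7.5e-05), ABCC2 (2.16, SE 0.12, adjusted p = 8.1e-05), TNC (1.98, SE 0.19, adjusted p = 0.0012) and VSIG1 (1.95, SE 0.28, adjusted p = 0.0058). MBNL3, a regulator of splicing, had a log2 change of -3.55 (SE 0.25, adjusted p = 0.00028), and the olfactory receptor gene OR14J1 of -3.13 (SE 0.23, adjusted p = 0.00034). The bound for OR14J1 was at least 1.87-fold lower.

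Hypoxia targets were lower in 4 of 17 members and higher in 0 (10 and 0 adjusted over the list alone; 11 and 0 at an unadjusted p below 0.05 in limma), with a median of -0.4. SLC2A1 had a log2 change of -1.12 (SE 0.17, adjusted p = 0.0074). PDK1, at -1.58 (SE 0.36, adjusted p = 0.038), did not pass with the replicate number as a block (adjusted p = 0.066), without Huh7-S replicate 2 or 3, or without any one of Huh7-R replicates 2 and 3 and the 3 clone arrays (adjusted p between 0.054 and 0.14). The list passed at an adjusted p of 3.2e-05, and had adjusted p = 0.76 with an estimated correlation. Glycolysis genes were lower in 4 of 15 members (5 adjusted over the list alone), with a median of -0.18 and an adjusted p of 0.0044 (adjusted p = 0.76 with an estimated correlation). These were PGK1 (log2 -1.03, adjusted p = 0.03), LDHA (-0.54, 0.028), GPI (-0.53, 0.048) and ENO1 (-0.37, 0.045), and with the replicate block their adjusted p were 0.053, 0.052, 0.071 and 0.081. None of the 4 passed without Huh7-R replicate 2 or 3 or without any 1 of the clone arrays (0.061 to 0.16), nor PGK1, GPI and ENO1 without Huh7-S replicate 2 (0.052, 0.074 and 0.065), ENO1 without Huh7-S replicate 3 (0.057), or GPI and ENO1 without Huh7-R replicate 1 (0.059 and 0.06).

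Complement and acute phase genes were lower in 2 of 11 members and higher in 0 (4 and 0 without Huh7-S replicate 1, and also adjusted over the list alone; 6 and 0 at an unadjusted p below 0.05 in limma), with a median of -0.98 and an adjusted p of 0.0044 (adjusted p = 0.76 with an estimated correlation). CFI, at a log2 change of -1.47 (SE 0.34, adjusted p = 0.037), had an adjusted p of 0.06 with the replicate block, and did not pass without any one array of the clone, of Huh7-S replicates 2 and 3 or of Huh7-R replicates 2 and 3 (0.054 to 0.14). Plasma protein genes had a median of -0.47, and in limma 0 of 27 passed over all genes or adjusted over the list alone, while 3 were lower at an unadjusted p below 0.05. This list passed at an adjusted p of 0.039, with adjusted p = 0.85 with an estimated correlation and 0.064 with the replicate block. It did not pass without Huh7-R replicate 2 or 3 (0.13 each) or Huh7-R-A7 replicate 1 (0.49), or among genes with a mean of at least log2 6 (0.065). Without Huh7-S replicate 1, 4 members passed as lower. In replicate 1 of both resistant groups the plasma protein genes were low, by medians of -0.52 in Huh7-R and -0.73 in Huh7-R-A7 against the other replicates.

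Hepatocyte transcription factors were lower in 2 of 13 members, also adjusted over the list alone, with a median of -0.26 and an adjusted p of 0.021 (adjusted p = 0.76 with an estimated correlation). NR5A2, a nuclear receptor of liver, had a log2 change of -0.67 (SE 0.11, adjusted p = 0.0085), and the list did not pass without Huh7-R replicate 3 (0.055) or Huh7-R-A7 replicate 1 (0.084). Fetal liver markers were lower in 2 of 13 (4 adjusted over the list alone), AFP and SOX9, with a median of -0.26 and an adjusted p of 0.021 (adjusted p = 0.76 with an estimated correlation), or 0.055 without Huh7-R replicate 3. AFP (log2 -1.6, adjusted p = 0.021) did not pass without Huh7-R replicate 2 (0.087) or 3 (0.089) or Huh7-R-A7 replicate 2 (0.054), and SOX9 (-0.56, 0.02) did not pass without Huh7-R replicate 2 (0.082) or Huh7-R-A7 replicate 3 (0.055). NF-kB and chemokine genes were higher in 1 of 22 and lower in 4 (2 and 6 adjusted over the list alone), with a median of -0.11 and an adjusted p of 0.032 (adjusted p = 0.76 with an estimated correlation). TNIP3 had a log2 change of -1.68 (SE 0.05, adjusted p = 1.1e-05), IRAK3 of -1.6 (SE 0.21, adjusted p = 0.0042), NFKBIZ of -0.82 (SE 0.07, adjusted p = 0.00075) and IL1A of 1.51 (SE 0.16, adjusted p = 0.0016). Without Huh7-S replicate 1, 2 were higher and 10 lower. The NF-kB list did not pass without Huh7-R replicate 2 (0.071), Huh7-R replicate 3 (0.059) or Huh7-R-A7 replicate 1 (0.15). With only the genes that had 9 different values, the lists of NF-kB genes (0.27), plasma proteins (0.19), glycolysis (0.073), complement, transcription factors and fetal markers (0.064 each) did not pass.

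Other lists did not pass, though some members differed. Among matrix genes, 5 of 20 were higher and 1 lower (5 and 3 without Huh7-S replicate 1), with MYL9 at 1.65 (SE 0.26, adjusted p = 0.0082), FBN2 at 1.14 (SE 0.08, adjusted p = 0.00028) and LGALS1 at -3.01 (SE 0.16, adjusted p = 6.9e-05). Interferon response genes were higher in 1 of 16 and lower in 3, with IFITM2 at -1.21 (SE 0.12, adjusted p = 0.0012) and the RNA sensor RIGI at -0.82 (SE 0.06, adjusted p = 0.00026); their median of 0.04 and mean of -0.01 lay on either side of 0. Fatty acid oxidation genes were higher in 1 of 18 and lower in 3 (5 and 4 without Huh7-S replicate 1), with VNN1 at -1.09 (SE 0.11, adjusted p = 0.0012), a median of 0.06 and a mean of -0.05. Transporters were higher in 2 of 12, ABCC2 and ABCG2, the latter by 0.84 (SE 0.07, adjusted p = 0.00044). Cytochromes P450 were higher in 2 of 8, with CYP2B6 at 1.59 (SE 0.22, adjusted p = 0.0047), and conjugating enzymes were higher in 2 of 14 and lower in 1. Epithelial junction genes were lower in 3 of 17 (5 without Huh7-S replicate 1), with TJP3 at -0.86 (SE 0.12, adjusted p = 0.0058). Growth factor receptors were higher in 1 of 16 and lower in 4, with FGFR4 at -0.7 (SE 0.1, adjusted p = 0.0046) and MET at 0.39 (SE 0.06, adjusted p = 0.0079). TGF-beta genes were higher in 1 of 19 and lower in 2, with TGFBR1 at -0.71 (SE 0.08, adjusted p = 0.0022). NRF2 targets were higher in 1 of 18 and lower in 3, with TXN at -0.69 (SE 0.09, adjusted p = 0.0043). Adjusted over the list alone, the higher and lower members were 6 and 3 for matrix, 2 and 3 for interferon, 4 and 3 for fatty acid oxidation, 2 and 4 for transporters, 3 and 1 for conjugation, 0 and 4 for junctions, 3 and 6 for growth factors and 1 and 4 for NRF2, with no difference for cytochromes and TGF-beta.

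Replication genes were higher in 1 of 24 and lower in 1, stress response genes higher in 1 of 19 and lower in 1 (1 and 3 without Huh7-S replicate 1), cholesterol synthesis genes lower in 1 of 20, and housekeeping genes higher in 1 of 11 and lower in 1, with a median of 0.03 and a mean of -0.01. Adjusted over the list alone, 2 replication genes were higher and 6 stress response genes lower, with the other counts of these lists the same. Of the lists that did not pass camera, replication (0.0024), mitosis (0.0056) and TGF-beta (0.036) passed without Huh7-R replicate 1, and conjugation without Huh7-R-A7 replicate 1 (0.018). Cholesterol synthesis passed without Huh7-S replicate 3 (0.043), Huh7-R replicate 1 (0.0085) or Huh7-R-A7 replicate 2 (0.031), NRF2 targets without Huh7-S replicate 3 (0.034), junctions without Huh7-R replicate 1 (0.024) or Huh7-R-A7 replicate 2 (0.043), and the stress response without Huh7-S replicate 1 (0.045) or Huh7-R-A7 replicate 2 (0.024). With the replicate block the cholesterol (0.044), NRF2 (0.044) and junction (0.021) lists passed, and with median centring these (0.042 each) and the stress list (0.045). With replicates 2 and 3 of each group the replication (0.028), conjugation (0.019), cholesterol (0.019) and junction (0.01) lists passed, and with a block within the resistant arrays the cholesterol (0.023) and junction (0.05 after rounding) lists. In limma, 0 members passed among the 24 mitosis genes (0 at an unadjusted p below 0.05), the 19 YAP/TAZ targets (2 higher and 1 lower unadjusted), the 16 MAPK output genes (3 and 2, while 1 higher and 2 lower passed without Huh7-S replicate 1), the 13 p53 targets (1 and 3), the 8 Wnt targets (1 and 0), the 10 other drug targets (2 and 1) and the 3 SRC family genes (0). Of the p53 targets, 5 of 13 had a value shared exactly by at least 3 arrays, so their median of 0 says little. Of the 4 genes the study named, ETS1 was higher in the clone by 0.66 (SE 0.12, adjusted p = 0.015), though not without Huh7-R replicate 2 (0.067) or 3 (0.069). TGFB2 differed by 0.58 (SE 0.41, adjusted p = 0.46), HIF1A by -0.39 (SE 0.16, adjusted p = 0.21) and ICAM1 by -0.43 (SE 0.19, adjusted p = 0.23; 0.013 without Huh7-S replicate 1). COL1A2 was lower by a log2 change of -1.57 (SE 0.19, adjusted p = 0.003), ESAM was higher by 0.44 (SE 0.05, adjusted p = 0.0024), and CD68 and ARAF differed by 0.32 and 0.04, which did not pass.

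**Figure D4:**
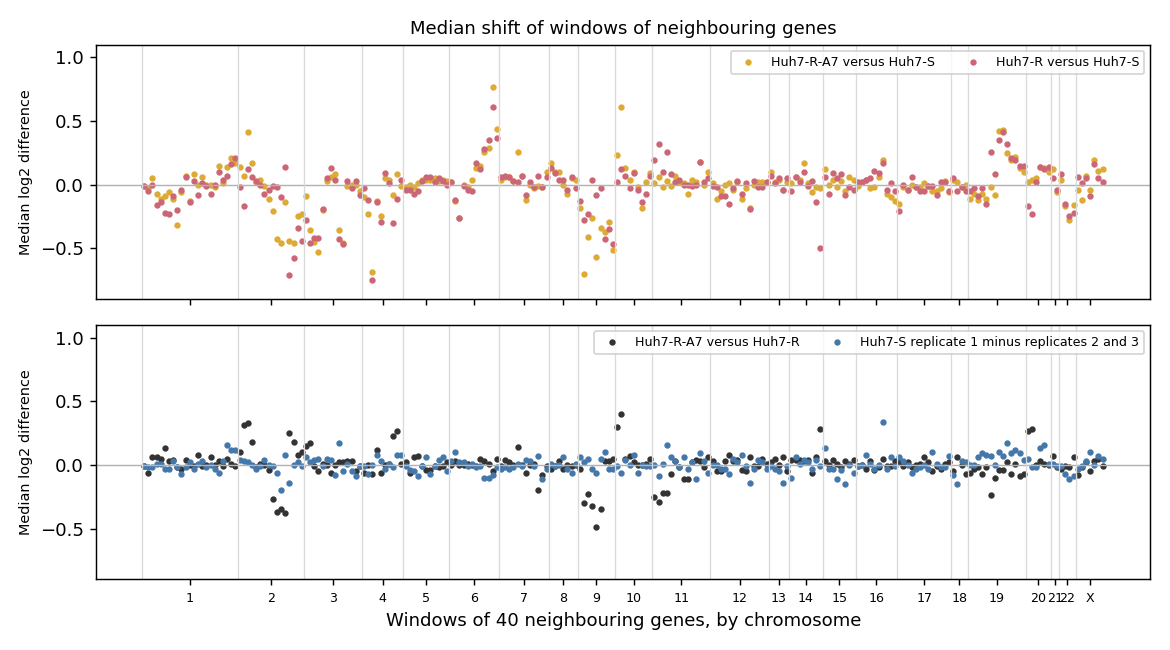
Median log2 difference of each window of 40 neighbouring genes, ordered along the chromosomes, for the 3 comparisons and for Huh7-S replicate 1 minus replicates 2 and 3. The window from STX7 to PLAGL1 on chromosome 6 lay at 0.77 in the clone and 0.61 in the pool against Huh7-S.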

Values the study reported

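The paper reports 368 genes differentially expressed in Huh7-R-A7 against Huh7-S at an adjusted p below 0.001. Its methods instead name a p threshold of 0.0001 with fold-change limits of 3 and 0.25, and the paper does not say why the p limits differ.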

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

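The comparison of windows with Huh7-S replicate 1, and that of the plasma protein genes with random lists, were tests chosen after the results were seen.

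The clone and the pool are lines under the same contrast, and the test of their difference passed for 7 gene lists with a preset correlation and 0 with an estimated one in camera (1 at an unadjusted p below 0.05). The median differences of clone minus pool were -0.4 for hypoxia targets, -0.18 for glycolysis, -0.98 for complement and acute phase genes, -0.47 for plasma proteins, -0.26 for hepatocyte transcription factors, -0.26 for fetal liver markers and -0.11 for NF-kB and chemokine genes.

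The same test of the difference passed for genes named above, and for HIPK2 and USP38, which are named in the last section. Higher in the clone than in the pool, by log2 differences of the size in brackets, were MAGEC2 (3.94), ULBP3 (2.25), ABCC2 (2.16), TNC (1.98), VSIG1 (1.95), MYL9 (1.65), CYP2B6 (1.59), IL1A (1.51), ACLY (1.43), HIPK2 (1.34) and USP38 (1.3). Smaller positive differences were those of FBN2 (1.14), ABCG2 (0.84), CYP1B1 (0.78), CD109 (0.75), ETS1 (0.66), GBP3 (0.52), ESAM (0.44) and MET (0.39). Lower in the clone were SLPI (-3.57), MBNL3 (-3.55), MAGEB2 (-3.33), STC1 (-3.32), OR14J1 (-3.13), LGALS1 (-3.01), DAPK1 (-2.33), CDH1 (-1.75), TNIP3 (-1.68), AFP (-1.6), IRAK3 (-1.6) and PDK1 (-1.58). Differences of intermediate size below 0 were those of COL1A2 (-1.57), CFI (-1.47), IFITM2 (-1.21), CPT1A (-1.16), SLC2A1 (-1.12), VNN1 (-1.09), PGK1 (-1.03), TJP3 (-0.86), NFKBIZ (-0.82), RIGI (-0.82), MCM6 (-0.74) and TGFBR1 (-0.71). The remaining differences below 0 were those of FGFR4 (-0.7), C4BPB (-0.69), TXN (-0.69), NR5A2 (-0.67), FABP1 (-0.62), SOX9 (-0.56), LDHA (-0.54), GPI (-0.53), ENO1 (-0.37), PDGFD (-0.37) and ADM (-0.28). Beyond the dependent calls given with their arrays in the comparison of clone and pool, single arrays ended other calls here, with the highest adjusted p for ADM (0.094) and C4BPB (0.069) without Huh7-R replicate 2, CDH1 (0.078) and CYP1B1 (0.12) without Huh7-R replicate 3, GBP3 (0.14) without Huh7-R-A7 replicate 1 and MCM6 (0.084) without Huh7-R-A7 replicate 3. The replicate block over all 9 arrays, which also spans the unpaired Huh7-S arrays, ended the calls of GBP3 (0.075), CFI (0.06), PDK1 (0.066), PGK1 (0.053), LDHA (0.052), GPI (0.071) and ENO1 (0.081). The pairing of clone and pool arrays calls for a block within the resistant arrays alone. That block ended 5 calls of named genes, among them C4BPB (0.062), and added calls for 2. CYP1B1 did not pass with its probe set of highest mean (0.086), AFP with only the arrays of these groups (0.053), or ADM with replicates 2 and 3 of each group (0.059) or only genes of 9 different values (0.072).

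Probe sets outside the genes tested carried signal as well. Of the probe sets unnamed here, 223 passed in Huh7-R-A7 against Huh7-S, 215 in Huh7-R against Huh7-S and 38 between clone and pool. Of those with several gene names, 271, 278 and 50 passed.

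Hypoxia targets were lower in the clone than in the pool in 4 of 17 members, and the list passed with a preset correlation but had adjusted p = 0.76 with an estimated correlation. A culture day shared by the numbers cancels between same-numbered arrays, and also between the group means, since each group holds 1 array per number. By design it could not give this difference. The medians within numbers, -0.49, -0.43 and -0.34, restate the difference and are no separate test. A few members do not carry the shift alone, since the 13 that did not pass were all below 0, with a median of -0.39. A difference between the clone and the cells of the pool stays open as a hypothesis, as do culture days that differed between the groups and differences in culture density, which were not tested.

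Neighbouring genes of a chromosome shifted together: of 232 windows of 40 genes, 25 lay past a permutation limit in the clone and 21 in the pool against Huh7-S, 16 of them shared, and 30 between clone and pool. These windows, 10.8%, 9.1% and 12.9% of all, held 663, 552 and 384 of the genes that passed in these comparisons. The window from STX7 to PLAGL1 on chromosome 6 had medians of 0.77 and 0.61, and that from PGCKA1 to FRYL on chromosome 4 of -0.69 and -0.75. Huh7-S replicate 1 against the other parental arrays had 4 windows past its own limit of 0.17, against a limit of 0.28 for the clone. Each limit was set on the largest window of 1000 permutations, so neighbouring genes shifted together there too. That comparison sets a single array against the others, so the smaller count cannot decide on array noise along the genome, which stays open. A sequence property such as GC content stays open: the Pearson r of -0.238 between the profiles of clone against pool and pool against parent decides nothing, since Huh7-R enters both with opposite signs and pushes r below 0. Adjacent windows correlated at 0.661, above a limit of 0.112, as regional copy number change may give, but those of Huh7-S replicate 1 against the other parental arrays also passed their limit (0.191 against 0.111), so passing it is not particular to the resistant cells. DNA was not measured, and other regional effects on expression stay open.

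Huh7-S replicate 1 stood apart from the other parental arrays by over 1 log2 unit in 402 genes, 163 higher and 239 lower. The 12 metallothionein genes, picked after their values were seen, were higher by a median of 4.23 and the plasma protein genes by 1.32. Resistant cells mixed into that culture are argued against, since 62.6% of the higher genes lay above every resistant array, and so is noise without gene structure, since 0% of 10000 random lists shifted as far as the plasma proteins. The design gives no biological group for this difference, so no biological explanation was tested, and culture conditions such as medium or density stay open as candidate sources.

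There are only 10 splits of 6 arrays into 3 and 3, too few for a share under 0.05. The real split gave 4174, 4416 and 844 genes in the clone against parent, pool against parent and clone against pool, and the highest other split 0, 1 and 0. In each of these, 1 split gave as many, the real one. At an unadjusted p below 0.0001 with the fold limits of the study's methods, the clone against parent gave 276 and 0. For gene lists they were 13 and 12, 15 and 11, and 7 and 12, with 3 splits giving as many lists as the real one in the last. The splits with 12 lists put replicate 1 of both resistant groups on the same side, while others that did so gave 6 and 5. The list count is thus open to a structure of replicate 1 there, though not every such split gave as many as the real one.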

How the results depend on the processing

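Alternatives chosen after the data were seen were those with replicates 2 and 3 of each group, with a block within the resistant arrays, and with only genes that had 9 different values. Of the named genes that passed, 122 of 133 (clone against parent), 120 of 129 (pool against parent) and 37 of 69 (clone against pool) kept their call under every alternative fit that held them. So did 9 of 13, 10 of 15 and 1 of 7 lists when the estimated correlation is set aside, under the alternatives run for lists. The stricter thresholds were applied only to counts of genes, not to named genes. A gene absent from a fit was not counted as lost there. 1 named gene reversed: ESAM in the pool, at -0.02 when quantile-normalized again, and the cause was not tested. With only genes of 9 different values, fewer genes were tested, and 2542, 2652 and 384 passed. At an adjusted p below 0.01 there were 2779, 2919 and 329, and with at least 2-fold changes 1059, 1085 and 105. Between clone and pool, array weights gave 2474, replicates 2 and 3 alone 1810, and the replicate block within resistant arrays 1823, and the cause was not tested. Replicate 1 had the lowest weight of each group, 0.176 in Huh7-S, 0.509 in Huh7-R and 0.502 in Huh7-R-A7. Leaving out 1 array gave 393 to 1330 between clone and pool, the highest without Huh7-S replicate 1, which enters that comparison only through the shared spread. The correlation of clone and pool was 0.931 with genes of 9 different values and 0.9 to 0.926 with 1 array left out. No list passed camera with an estimated correlation (0, 0 and 0, with 6, 7 and 1 at an unadjusted p below 0.05). Pool lists numbered 9 with genes of 9 different values. Clone against pool lists numbered 11 with median centring, 11 with replicates 2 and 3, 1 with genes of 9 different values, and 3 to 12 with 1 array left out. The replicate block gave 4364, 4569 and 1011 genes. It also ended calls of KLB (0.082), POLR2A (0.065) and GBP3 (0.075) between clone and pool, GBP2 (0.07) and MARVELD2 (0.051) in the clone, and CEBPA (0.055) in the pool. A fit without the low-signal filter, another background correction and a slide or scan date block were not run, as the table was already filtered and array-level intensities and dates were not used here. The table holds no signal over background, so folds of genes with a group mean below log2 6 are bounds.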

Other observations

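The genes below were chosen after the results were seen. Those that moved in opposite directions in clone and pool, each against Huh7-S, included the kinase gene HIPK2, at 0.65 in the clone and -0.68 in the pool, and the deubiquitinase gene USP38, at 0.68 and -0.62.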
